# KDM4C silencing inhibits cell migration and enhances radiosensitivity by inducing CXCL2 transcription in hepatocellular carcinoma

**DOI:** 10.1038/s41420-023-01418-w

**Published:** 2023-04-28

**Authors:** Zhen Zeng, Zixuan Li, Jun Xue, Huichan Xue, Zhiwei Liu, Wenxuan Zhang, Hongli Liu, Shuangbing Xu

**Keywords:** Hepatocellular carcinoma, Radiotherapy

## Abstract

KDM4C, which is a histone lysine demethylase, has been proposed to participate in the malignant transformation and progression of several types of cancer. However, its roles in hepatocellular carcinoma (HCC) remain poorly understood. Here, we find that KDM4C protein expression is increased in HCC and promotes HCC cell growth, proliferation and migration. Furthermore, we provide evidence that depletion of KDM4C leads to a defective G2/M checkpoint, increases radiation-induced DNA damage, impairs DNA repair and enhances radiosensitivity in HCC cells. Using RNA sequencing, we identify that the chemokine CXCL2 is a downstream effector of KDM4C. KDM4C knockdown increases the binding of H3K36me3 to the promoter of CXCL2, thus upregulating CXCL2 expression and promoting CXCL2 secretion in HCC cells. Importantly, the observed effects of KDM4C depletion in HCC cells can be partially rescued by CXCL2 silencing. Thus, our findings reveal that KDM4C is involved in cell migration and radiosensitivity by modulating CXCL2 transcription, indicating that KDM4C may be a potential therapeutic target in HCC.

## Introduction

Primary liver cancer, which is one of the most prevalent cancers, ranks third among the causes of cancer-related death, and it has been a challenge that threatens human health worldwide [1, 2]. Hepatocellular carcinoma (HCC), which is the most common type of primary liver cancer, accounts for 75–85% of primary liver cancer cases [1]. At present, hepatic resection, transarterial therapies, radiotherapy and systemic therapies are the main treatments for HCC [3]. However, because HCC is often initially diagnosed at an advanced stage, the mortality rate of HCC is still high [4]. Therefore, the discovery of new diagnostic and prognostic biomarkers is urgently needed to improve the survival rate of HCC patients.

Cancer progression is a complicated process that involves multiple genetic mutations and epigenetic modifications [5, 6]. Of these factors, epigenetics is increasingly being shown to be important for cancer development and progression [7]. Epigenetic regulation mainly includes DNA methylation and histone post-translational modifications; of these, histone methylation plays a vital role in cancer [7]. 

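The KDM4C gene, listed as ENSG00000107077, lies on the plus strand of chromosome 9, from 6720863 to 7175648 in the GRCh38 genome build. GENCODE release 29 annotates 7 protein-coding transcripts of it. The transcript KDM4C-202 has 22 exons and 4655 nucleotides, and its coding sequence of 1056 codons runs from nucleotide 566 to 3733. Its paralogs lie on other chromosomes: KDM4A on chromosome 1 from 43650158 to 43705515, KDM4B on chromosome 19 from 4969113 to 5153595 and KDM4D on chromosome 11 from 94973681 to 94999518. The longest of these coding sequences, that of KDM4B, holds 1130 codons, and that of KDM4D holds 523.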

Histone lysine demethylase 4 °C (KDM4C), which belongs to the jumonji domain containing 2 (JMJD2) subfamily, encodes a protein that functions as a di-/tri-methylation demethylase that targets lysine 9/36 on histone 3 to control downstream gene expression [8]. For instance, KDM4C has been reported to regulate the expression of NOTCHI1 and the self-renewal of stem cells in breast cancer [9]. It has been demonstrated that KDM4C inhibits p53 activation and conversely activates c-Myc to induce apoptosis in glioblastoma [10]. In addition, growing evidence has reported that KDM4C is overexpressed and promotes tumorigenesis in multiple types of human cancer [11–15]. Our recent studies revealed crucial roles of KDM4C in lung cancer radioresistance and antitumor immunity [16, 17]. Nevertheless, whether KDM4C is functionally correlated with HCC has not yet been fully elucidated.

Here, we reveal that KDM4C is upregulated in HCC cells and promotes cell growth and proliferation. More importantly, we present evidence that targeting KDM4C inhibits the migration and enhances the radiosensitivity of HCC cells. Mechanistically, we show that KDM4C exerts its biological effects by regulating CXCL2 expression. These results illustrate that KDM4C might be a promising therapeutic target for the treatment of HCC.

## Results

### KDM4C protein is highly expressed and promotes the growth, proliferation and migration of HCC cells

To explore the role of KDM4C in HCC, we first analyzed KDM4C mRNA expression in HCC and normal tissues using TCGA database. As shown in Fig. 1A, KDM4C mRNA levels were upregulated in HCC tissues compared with normal tissues. Next, we measured the protein level of KDM4C in human HL-7702 normal liver cells and several hepatocellular carcinoma cell lines. As shown in Fig. 1B, KDM4C was highly expressed in the HepG2, Hep3B and Huh7 cell lines compared to the HL-7702 cell line, indicating that KDM4C may function as an oncoprotein in HCC. Consequently, we used two siRNAs that target KDM4C to silence its expression in HepG2 and Huh7 cells for further functional analysis (Fig. 1C). As shown in Fig. 1D and E, cell growth and proliferation were significantly attenuated by KDM4C silencing. Consistent with this idea, overexpression of KDM4C dramatically promoted HCC cell growth and proliferation (Fig. 1F–H). Furthermore, we found that KDM4C silencing also enhanced the chemosensitivity of cisplatin in HCC cells (Fig. 1I). In addition, the EdU assay showed that the percentage of EdU-positive cells was notably decreased in KDM4C-depleted cells compared with that of control cells whereas overexpression of KDM4C exhibited the opposite effect (Fig. 2A and B). Importantly, using the xenograft model, we demonstrated that both tumor size and weight of mice injected with KDM4C stable knockdown HCC cells were decreased compared with those of mice injected with control HepG2 cells (Fig. 2C–F). These results support the notion that KDM4C facilitates tumorigenesis in HCC in vitro and in vivo.

**Fig. 1:**
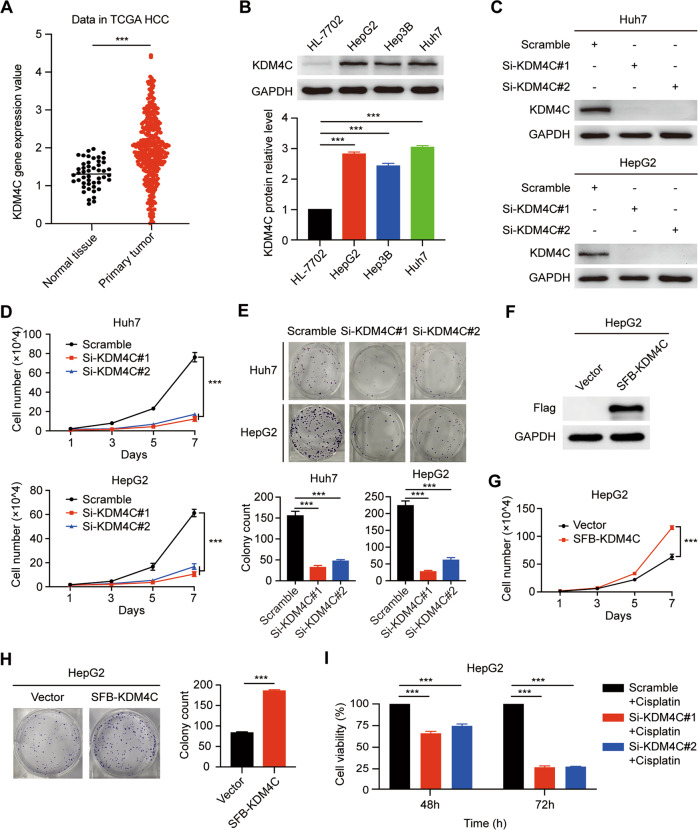
KDM4C is upregulated in HCC and promotes cell growth and proliferation. **A** KDM4C was upregulated in primary HCC tumor tissue than in normal tissue in TCGA dataset. **B** Upper panel: the protein expression levels of KDM4C in several cell lines were measured by western blotting. Lower panel: the gray values of the protein bands were quantified using ImageJ software (*n* = 3). **C** KDM4C was effectively knocked down in Huh7 and HepG2 cells using the two indicated siRNAs (*n* = 3). **D** Cells were transfected with the indicated siRNAs, seeded in six-well plates and counted every other day (*n* = 3). **E** Cells transfected with the indicated siRNAs were plated and cultured in six-well plates (500 cells/well) for 2 weeks followed by fixation and staining. Colony (>50 cells) numbers were counted (*n* = 3). **F** HepG2 cells transfected with SFB-tagged KDM4C were lysed and analyzed by western blotting (*n* = 3). **G**, **H** Overexpression of KDM4C promoted cell growth and proliferation in HepG2 cells (*n* = 3). **I** HepG2 cells were transfected with the indicated siRNAs for 24 h and then treated with 0.6 μM cisplatin. The percentage of cell viability was measured after 48 and 72 h (*n* = 3).

**Fig. 2:**
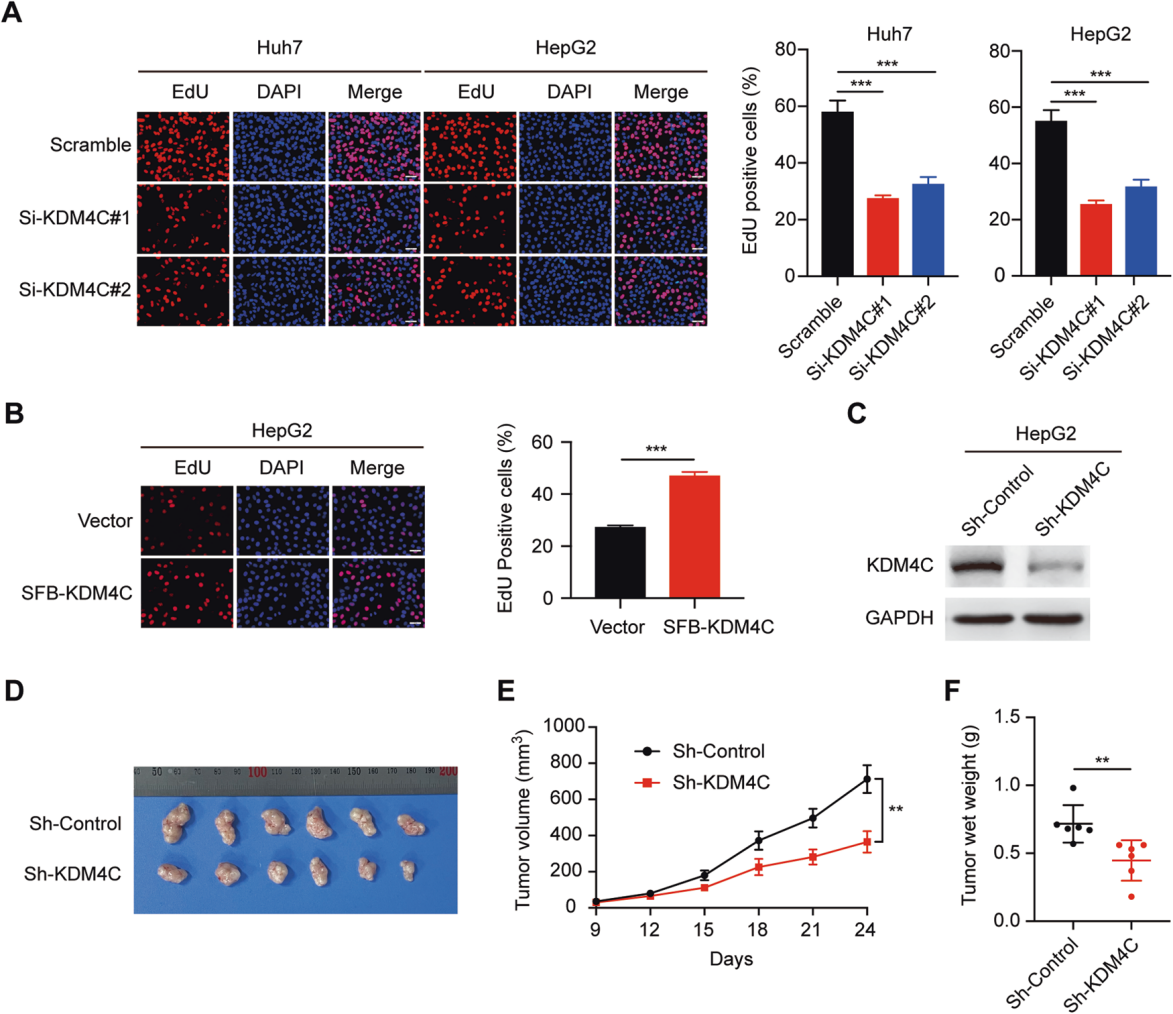
KDM4C knockdown inhibits HCC tumor growth in vivo. **A**, **B** Left panel: cell proliferation ability was examined by EdU assay. Right panel: the Edu-positive cell rate in each group was calculated (*n* = 3). Scale bar, 50 μm. **C** KDM4C was effectively knocked down using KDM4C-targeting shRNAs in HepG2 cells (*n* = 3). **D** Images of subcutaneous xenograft tumors (six mice/group). **E** The tumor volume was measured and calculated every three days (six mice/group). **F** The wet weight of the tumors (six mice/group).

To further investigate the effect of KDM4C on the migration of HCC cells, a wound-healing assay was performed. As shown in Fig. 3A, the rate of wound healing was slower in KDM4C-knockdown cells than in control cells. In accordance with this result, the Transwell assay revealed decreased cell migration when KDM4C was depleted (Fig. 3B). In contrast, overexpression of KDM4C enhanced the migration ability of HCC cells (Fig. 3C). Consistent with these results, KDM4C silencing downregulated the protein levels of migration markers ZEB1 and Snail, whereas the levels of β-catenin and vimentin were not altered (Fig. 3D). Together, these findings suggest that targeting KDM4C inhibits HCC cell migration.

**Fig. 3:**
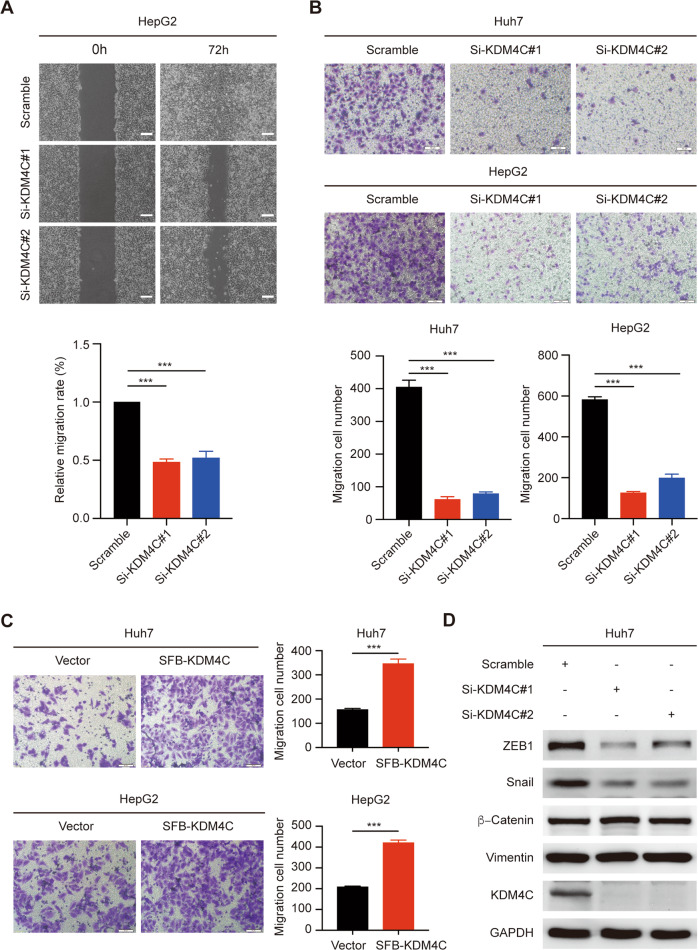
Inhibition of KDM4C suppresses HCC cell migration. **A** Upper panel: the confluent monolayer of HepG2 cells in each group was scratched and cultured for an additional 72 h to measure the wound-healing rate. Lower panel: the relative area migration rate was calculated (*n* = 3). **B**, **C** Transwell assays were performed to evaluate the migration of Huh7 and HepG2 cells. Quantification of the migrated cell number is shown in histograms (*n* = 3). **D** Huh7 cells were transfected with KDM4C siRNAs for 48 h and then collected and analyzed by western blotting (*n* = 3).

### KDM4C depletion enhances radiosensitivity in HCC cells

To test whether KDM4C is involved in HCC radiosensitivity, we first used immunofluorescence staining to assess γ-H2AX foci formation. As expected, loss of KDM4C expression increased the γ-H2AX-positive rate after 6 Gy IR exposure (Fig. 4A and B), indicating that knockdown of KDM4C augmented IR-induced DNA damage. Furthermore, we analyzed the single-cell DNA double-strand breaks (DSBs) caused by 6 Gy irradiation via a neutral comet assay. As shown in Fig. 4C and D, an increase in the Olive tail moment was observed in KDM4C-depleted cells. These data confirm that KDM4C silencing promotes DNA damage in HCC cells.

**Fig. 4:**
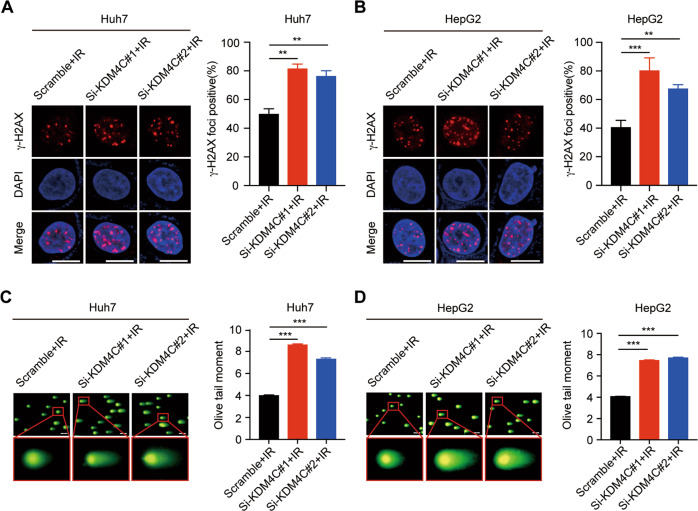
Knockdown of KDM4C enhances IR-induced DNA damage in HCC cells. **A**, **B** Immunofluorescence staining of γ-H2AX foci was conducted to measure the effect of KDM4C depletion on IR-induced DNA damage in Huh7 and HepG2 cells. Representative images and γ-H2AX-positive cell quantification are shown (*n* = 3). Scale bar, 10 μm. **C**, **D** A neutral comet assay was carried out in Huh7 and HepG2 cells to assess single-cell DNA damage post-irradiation in each group. Images were captured under an immunofluorescence microscope, and the Olive Tail Moment was calculated using CometScore2.0 is presented (*n* = 3). Scale bar, 50 μm.

Considering that cells that are damaged by irradiation undergo cell cycle arrest, which is an important mechanism of cell protection that prevents cell death by repairing damaged DNA, we conducted a cell cycle assay and found that after IR treatment at 6 Gy, the number of cells in the G2/M phases was significantly increased, and this effect was partially abolished by KDM4C depletion (Fig. 5A). As Rad51 plays a central role in homologous recombination repair, we examined Rad51 foci formation and found that the proportion of Rad51-positive cells was decreased when KDM4C was depleted (Fig. 5B), suggesting that depletion of KDM4C expression impairs DNA repair. Consistent with this notion, the clonogenic survival assay showed that KDM4C knockdown enhanced cell sensitivity to irradiation (Fig. 5C). Taken together, these results strongly suggest that KDM4C silencing enhances radiosensitivity in HCC cells.

**Fig. 5:**
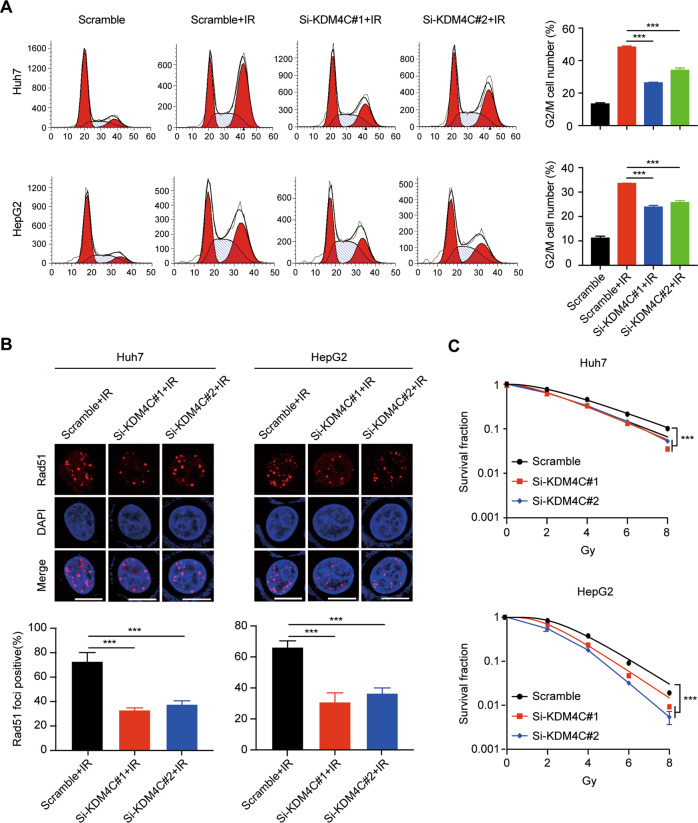
Loss of KDM4C inhibits IR-induced DNA damage repair and enhances radiosensitivity in HCC cells. **A** Huh7 and HepG2 cells were treated as indicated, and the proportions of cells in each phase of the cell cycle were analyzed using ModFit software. Results are shown in histograms (*n* = 3). **B** KDM4C silencing led to reduced rad51 foci formation by Huh7 and HepG2 cells 4 h post-irradiation. Representative immunofluorescence images and statistical diagrams are shown (*n* = 3). Scale bar, 10 μm. **C** Knockdown of KDM4C contributed to enhanced radiosensitivity in HCC cells (*n* = 3).

### KDM4C silencing induces CXCL2 transcription and promotes its secretion in HCC cells

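Cells labelled Huh7, an established line from a human hepatocellular carcinoma, were transfected with Scramble control siRNA, Si-KDM4C#1 or Si-KDM4C#2. Total RNA was taken 48 hours after transfection, and 3 libraries per group (9 in all) were sequenced paired-end on an Illumina NovaSeq. The authors deposited 1 list of FPKM values per library (fragments per kilobase of exon, scaled by the mapped fragments of the library), each with 32906 genes. All 12 listed mRNAs of a list typical of hepatocytes, AFP among them, were under 1 FPKM in every library, and the name Huh7 is given here as the labels and the paper state it. The paper's text names no aligner, genome annotation or counting tool. With the exon lengths of GENCODE release 29, between 97.54% and 97.68% of the non-zero values in a library came out as whole numbers of fragments, which gives the depth that the values were scaled by. It was 15097836 to 17136961 fragments in the Scramble libraries (median 15901201), 14597503 to 18058557 with Si-KDM4C#1 (median 16067473) and 15499482 to 17061238 with Si-KDM4C#2 (median 15562142). A floor of 3 fragments equals 0.166 to 0.206 FPKM for a gene with 1 kb of exons, which covers counting error only. Within each group, every pair of libraries differed by more than sampling noise (chi-square per degree of freedom 2.67 to 6.31 over the genes). This argues against repeat sequencing of 1 library. Separate preparations of 1 RNA could also exceed sampling noise, so the test cannot show that the cultures were independent. All 9 libraries were counted as separate replicates, as labelled. Expression was compared on log2(FPKM + 1) values with limma-trend, with all 9 libraries in 1 fit, for the 14363 genes with a mean of at least 1 FPKM in 1 of the groups. Genes under that mean were taken from the same fit over all 32906 genes. The pseudocount of 1 makes the fold change of a weakly expressed gene smaller than the ratio of its FPKM values.
KDM4C mRNA, the target of both siRNAs, was at 4.69 ± 0.167 FPKM (SD, n = 3) in the Scramble libraries, 1.14 ± 0.0395 FPKM (SD, n = 3) with Si-KDM4C#1 and 0.287 ± 0.0535 FPKM (SD, n = 3) with Si-KDM4C#2. Together the 3 libraries of each group held 2329, 574 and 142 fragments of it. The log2 fold change was -1.41 with Si-KDM4C#1 (standard error 0.076, adjusted p = 2.65e-07 from limma-trend with Benjamini-Hochberg adjustment) and -2.15 with Si-KDM4C#2 (standard error 0.076, adjusted p = 5.45e-08 from the same fit). KDM4C fell further with Si-KDM4C#2 than with Si-KDM4C#1, by a log2 difference of -0.73 (adjusted p = 2.4e-05, limma-trend). All 6 knockdown libraries lay below all 3 Scramble libraries (two-sided exact permutation test, p = 0.0119, the smallest that 84 splits allow). The alternative that moved these values most was limma voom on the recovered fragments, chosen after the data had been seen, with a log2 fold change of KDM4C with Si-KDM4C#2 of -4.10. Leaving out each library in turn kept it between -2.18 and -2.12.

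**Figure D1:**
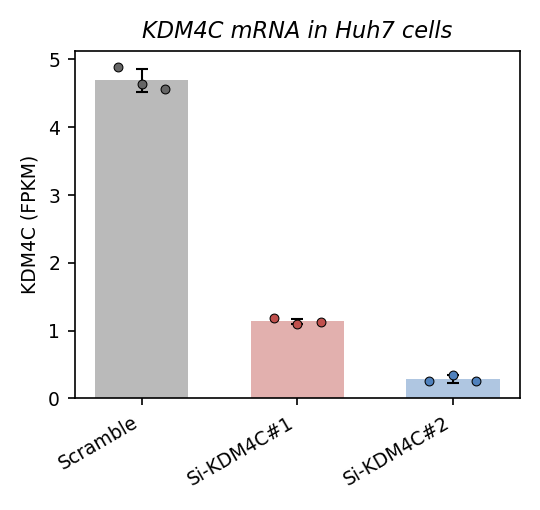
KDM4C mRNA in FPKM (vertical axis) in Huh7 cells transfected with Scramble, Si-KDM4C#1 or Si-KDM4C#2. Bars are the mean, error bars the SD and points the 3 libraries of each group. The Scramble libraries lie between 4.57 and 4.88 FPKM, and no knockdown library is above 1.18 FPKM.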

To elucidate the downstream mechanisms by which KDM4C functions in these processes, we carried out RNA sequencing analysis in Huh7 cells. 

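Calls in the RNA sequencing data of Huh7 cells were made where the limma-trend fit gave an FDR (Benjamini-Hochberg) under 0.05 and the fold change on the log2(FPKM + 1) scale was over 2. With Si-KDM4C#1, 580 genes were higher and 694 genes were lower than with Scramble. With Si-KDM4C#2, 373 genes were higher and 330 were lower. The median log2 fold change over the 14363 genes tested was -0.03 with Si-KDM4C#1 and 0.06 with Si-KDM4C#2. The balance with Si-KDM4C#2 depends on the scaling: with quantile normalization the genes higher with Si-KDM4C#2 were 334 and the genes lower with Si-KDM4C#2 were 407. A direct comparison of the siRNAs called 992 genes differing between the siRNAs. Taken together against Scramble, the 6 knockdown libraries gave 594 genes. The choice that moved these counts most was the fold change limit, without which 4560 genes were higher and 4872 lower with Si-KDM4C#1, and 4937 higher and 3590 lower with Si-KDM4C#2. The libraries of each group carry replicate numbers from 1 to 3. With the replicate number as a block in the fit, 580 genes were higher and 693 lower with Si-KDM4C#1, 372 higher and 331 lower with Si-KDM4C#2, 992 differed between the siRNAs, and the genes changed with both siRNAs taken together were 595. Libraries of the same number deviated from their group means with a mean correlation of 0.016 over 9 pairs, against -0.008 over 18 pairs of different numbers, so the numbers carried almost no pairing. Across the 9 fits that each left out 1 library, the genes higher with Si-KDM4C#1 ranged from 553 to 623, those lower from 642 to 760, and with Si-KDM4C#2 from 361 to 431 higher and 325 to 378 lower.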

Differentially expressed genes that met the criteria of false discovery rate (FDR) < 0.05 and fold change (Fc) >2 were plotted as blue and red dots in volcano maps, representing downregulated and upregulated genes, respectively (Fig. 6A). We found that there were 492 co-downregulated genes and 361 co-upregulated genes, as shown in the Venn diagrams (Fig. 6B).

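In the deposited FPKM values, 169 genes were higher and 112 genes were lower with both siRNAs at the same FDR and fold change limits. The fold change was taken on the log2(FPKM + 1) scale. If the calls of the siRNAs had been independent, products of their sizes would give 15.1 shared higher genes and 15.9 shared lower genes among those tested. Of the other genes called, 411 were higher and 582 lower with Si-KDM4C#1 without a call in the same direction with Si-KDM4C#2, and 204 were higher and 218 lower with Si-KDM4C#2 without one with Si-KDM4C#1. Among these, 4 genes were called higher with Si-KDM4C#1 and lower with Si-KDM4C#2, and 3 genes were called the other way. Leaving out each library in turn gave 161 to 194 co-upregulated genes and 107 to 143 co-downregulated genes. With the replicate block there were 169 and 111. Other scales and methods moved these counts more. With a pseudocount of 0.1 there were 288 co-upregulated and 279 co-downregulated genes. Limma voom on the recovered fragments, chosen after the data had been seen, gave 331 and 457. Adjustment of each library for the GC content of its genes, chosen in the same way, gave 102 and 125. The log2 fold changes of the siRNAs had a correlation of 0.519 across genes, which are not independent replicates. Both comparisons use the same Scramble libraries, and with different Scramble libraries in each comparison the correlation was between 0.436 and 0.458 in 6 fits.

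**Figure D2:**
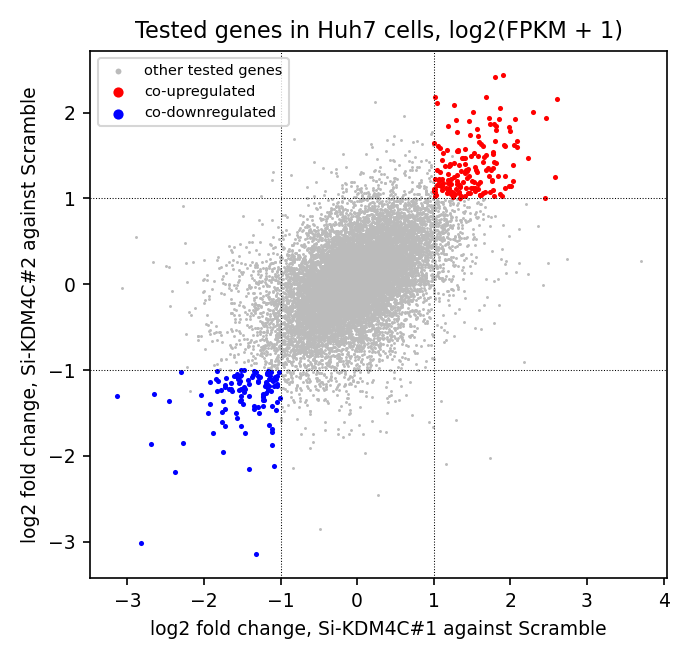
Log2 fold change on the log2(FPKM + 1) scale of each tested gene with Si-KDM4C#1 (horizontal axis) and Si-KDM4C#2 (vertical axis) against Scramble in Huh7 cells. Each point is 1 gene, red points are the 169 co-upregulated and blue points the 112 co-downregulated genes, and dotted lines mark a fold change of 2.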

**Fig. 6:**
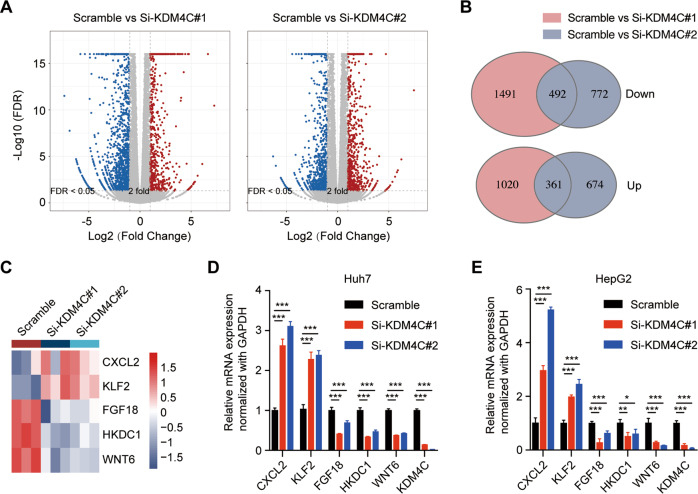
KDM4C silencing upregulates CXCL2 mRNA expression in HCC cells. **A** Volcano maps depicting the differentially expressed genes in KDM4C-depleted Huh7 cells compared with Scramble-transfected cells. **B** Venn diagrams showing co-downregulated and co-upregulated genes. **C** Heatmap showing screened genes related to HCC. **D**, **E** Relative mRNA expression levels of genes in Huh7 and HepG2 cells transfected with the indicated siRNAs were measured using quantitative real-time PCR (*n* = 3).

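In the RNA sequencing libraries, CXCL2 mRNA in Huh7 cells was at 0.394 ± 0.199 FPKM (SD, n = 3) with Scramble, 0.792 ± 0.344 FPKM (SD, n = 3) with Si-KDM4C#1 and 0.782 ± 0.228 FPKM (SD, n = 3) with Si-KDM4C#2. These values rest on few fragments: 6, 7 and 16 in the Scramble libraries, 24, 9 and 26 with Si-KDM4C#1 and 24, 17 and 15 with Si-KDM4C#2. The gene is therefore under the mean of 1 FPKM set for the test, and its statistics come from the fit over all listed genes. In that fit the log2 fold change of CXCL2 with Si-KDM4C#1 was 0.35 (standard error 0.179, adjusted p = 0.204 from limma-trend with Benjamini-Hochberg adjustment). It was almost the same for the other siRNA: the log2 fold change of CXCL2 with Si-KDM4C#2 was 0.36 (standard error 0.179, adjusted p = 0.211, limma-trend). The pseudocount of 1 makes both fold changes smaller than the ratios of the mean FPKM values. Adjusted over CXCL2, KLF2, FGF18, HKDC1 and WNT6 alone, the p-values of CXCL2 were 0.0843 and 0.0819 in the same limma-trend fit. With each siRNA, 2 of 3 libraries lay above every Scramble library, and the third did not (two-sided exact permutation test, p = 0.2 for each siRNA, where the smallest p that 3 against 3 libraries allow is 0.1). These tests thus did not separate the difference from Scramble from the spread between the libraries. With 3 against 3 libraries the permutation test could not have reached 0.05. With the replicate block the adjusted p-values were 0.214 and 0.223 (limma-trend). The largest changes came from limma voom on the recovered fragments, chosen after the data had been seen. With the replicate block, limma voom gave a log2 fold change of CXCL2 with Si-KDM4C#1 of 1.06 (adjusted p = 0.0344), and without the block 1.04 (adjusted p = 0.0462). For Si-KDM4C#2, limma voom gave 0.93 without the block (adjusted p = 0.0811). Over the 7 alternatives that give a value for CXCL2 from all 3 libraries of each group compared, the adjusted p-values ranged from 0.0344 to 0.274 with Si-KDM4C#1 and from 0.0811 to 0.223 with Si-KDM4C#2. Leaving out each library in turn gave log2 fold changes of 0.24 to 0.52 with Si-KDM4C#1 (limma-trend adjusted p from 0.0604 to 0.467) and of 0.26 to 0.47 with Si-KDM4C#2 (adjusted p from 0.139 to 0.454). CXCL3, a close relative of CXCL2 whose fragments the authors' counting could have split with it, had log2 fold changes of 0.11 and 0.16 (adjusted p = 0.486 and 0.333, limma-trend), so both genes are uncertain in this respect.

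**Figure D3:**
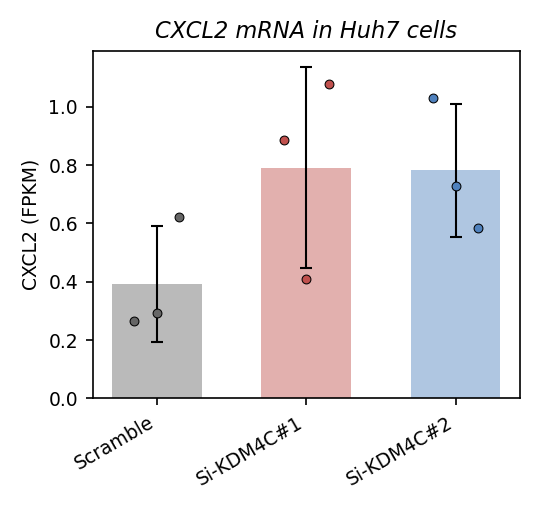
CXCL2 mRNA in FPKM (vertical axis) in Huh7 cells transfected with Scramble, Si-KDM4C#1 or Si-KDM4C#2. Bars are the mean, error bars the SD and points the 3 libraries of each group. The highest Scramble library, at 0.622 FPKM, lies above the lowest library of Si-KDM4C#1, at 0.411 FPKM, and of Si-KDM4C#2, at 0.586 FPKM.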

Given that our study focused on HCC, we concentrated mainly on genes that are involved in HCC. CXCL2, KLF2, FGF18, HKDC1, and WNT6 have been reported to be involved in HCC [18–22], and these genes are listed in the heatmap (Fig. 6C). 

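KLF2 lies on chromosome 19 of GRCh38 from 16324817 to 16327874, FGF18 on chromosome 5 from 171419656 to 171457623, HKDC1 on chromosome 10 from 69220303 to 69267559 and WNT6 on chromosome 2 from 218859821 to 218874233, all on the plus strand. KLF2 mRNA was at 0.612 ± 0.105 FPKM (SD, n = 3) with Scramble, 1.54 ± 0.324 FPKM with Si-KDM4C#1 and 1.44 ± 0.224 FPKM with Si-KDM4C#2. Its log2 fold changes were 0.65 and 0.59 (standard error 0.122 for each, adjusted p = 0.00104 and 0.00222 from limma-trend with Benjamini-Hochberg adjustment). WNT6 was at 11.6 ± 1.37 FPKM with Scramble, 4.59 ± 0.777 FPKM with Si-KDM4C#1 and 5.13 ± 0.426 FPKM with Si-KDM4C#2. It was past the FDR and the fold change limit with both siRNAs, with log2 fold changes of -1.18 and -1.03 (standard error 0.113, adjusted p = 1.1e-05 and 3.82e-05, limma-trend). HKDC1 fell from 1.75 ± 0.236 FPKM with Scramble to 0.30 ± 0.0722 FPKM with Si-KDM4C#1 and 0.431 ± 0.126 FPKM with Si-KDM4C#2. Its log2 fold changes were -1.08 and -0.94 (standard error 0.123, adjusted p = 3.76e-05 and 0.000131, limma-trend), and the second of these is under a fold change of 2 on this scale. FGF18, which is under the mean of 1 FPKM in every group, was at 0.734 ± 0.100 FPKM with Scramble, 0.0982 ± 0.0856 FPKM with Si-KDM4C#1, where 1 library is listed at 0, and 0.155 ± 0.0444 FPKM with Si-KDM4C#2. Its log2 fold changes were -0.66 and -0.58 (standard error 0.078, adjusted p = 0.000279 and 0.000761 in the limma-trend fit over all genes). For each of these 4 genes, all 6 knockdown libraries lay on 1 side of the 3 Scramble libraries, a difference larger than the spread between libraries (two-sided exact permutation test of 6 against 3 libraries, p = 0.0119, the smallest it allows, and p = 0.1 for each siRNA alone, the smallest that 3 against 3 allow). With a pseudocount of 0.1 in place of 1, all 4 genes were past both limits with both siRNAs (the log2 fold change of FGF18 with Si-KDM4C#2 was then -1.71, and the log2 fold change of HKDC1 with Si-KDM4C#2 was -1.82). With each library adjusted for the GC content of its genes, a setting chosen after the data had been seen, the log2 fold change of KLF2 with Si-KDM4C#2 was 0.22 (adjusted p = 0.131, limma-trend, in a range of 0.00112 to 0.131 over its alternatives, fits that left out a library aside).

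**Figure D4:**
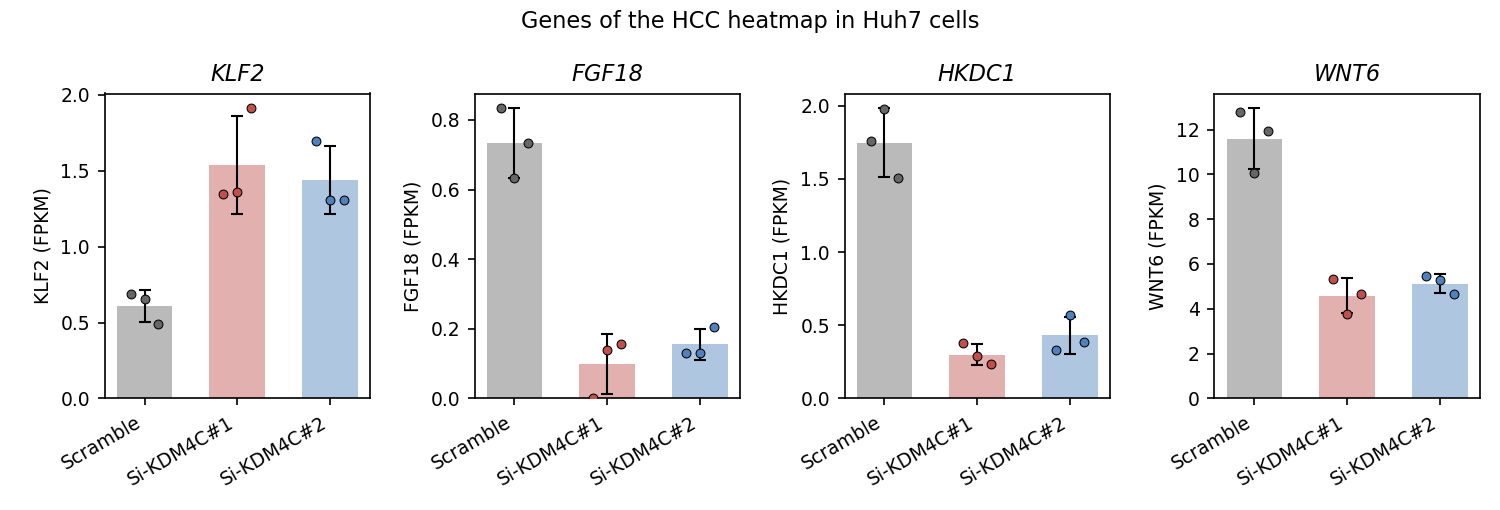
KLF2, FGF18, HKDC1 and WNT6 mRNA in FPKM (vertical axes, each with its own scale) in Huh7 cells transfected with Scramble, Si-KDM4C#1 or Si-KDM4C#2. Bars are the mean, error bars the SD and points the 3 libraries of each group, and in each of the 4 plots the knockdown libraries are all on 1 side of the Scramble libraries.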

We further confirmed the mRNA expression levels of these genes in KDM4C-depleted cells using a real-time PCR assay. As shown in Fig. 6D and E, CXCL2 and KLF2 were upregulated, whereas FGF18, HKDC1, and WNT6 were downregulated when KDM4C was knocked down in both Huh7 and HepG2 cells. Notably, CXCL2 was the most significantly changed gene (Fig. 6D and E), and its mRNA levels were increased both under normal conditions and in response to DNA damage when KDM4C was depleted (Fig. 7A). Additionally, the ELISA also demonstrated that KDM4C silencing induced the secretion of CXCL2 by HCC cells (Fig. 7B). It has been well documented that the decrease of H3K36me3 mediated by KDM4C results in transcriptional inactivation of downstream genes [23]. To further elucidate how CXCL2 is regulated by KDM4C, we performed the ChIP PCR assay and showed that KDM4C silencing increased the binding affinity of H3K36me3 for the CXCL2 gene promoter region (Fig. 7C–E). These data suggest that KDM4C can induce the expression of CXCL2 by promoting the accumulation of H3K36me3 at the CXCL2 promoter in HCC cells.

**Fig. 7:**
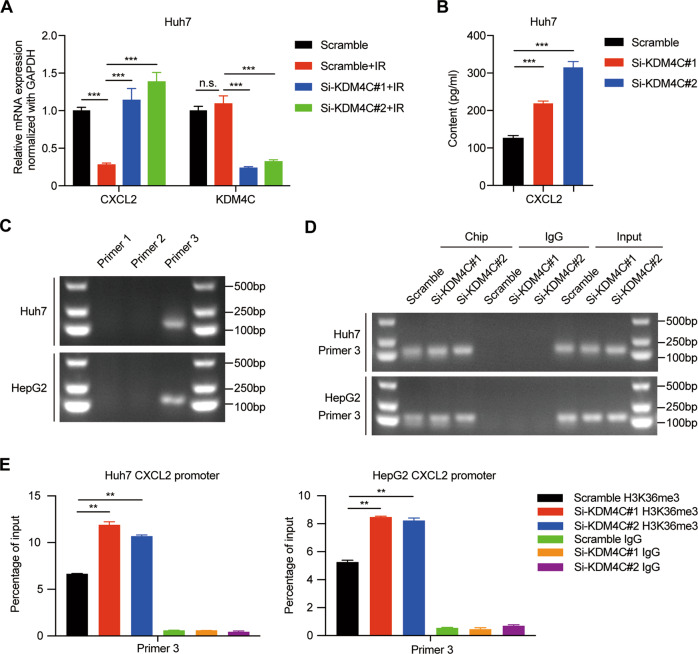
KDM4C silencing increases H3K36me3 accumulation at the CXCL2 promoters and induces CXCL2 expression in HCC cells. **A** Relative mRNA expression levels of CXCL2 and KDM4C in HepG2 cells with or without irradiation (*n* = 3). **B** CXCL2 secretion protein levels were measured using ELISA (*n* = 3). **C**, **D** Representative images of gel electrophoresis from the ChIP assay (*n* = 3). **E** The percentage of H3K36me3 at the CXCL2 promoter region was normalized to the input and quantified (*n* = 3).

### The biological functions of KDM4C in HCC are partially dependent on CXCL2

To determine whether CXCL2 is a downstream effector of KDM4C, rescue experiments were conducted in HCC cells. As shown in Fig. 8A and B, the reduced growth and proliferation caused by KDM4C depletion could be partially restored by simultaneously inhibiting CXCL2. Moreover, Transwell assays showed that the suppression of cell migration by KDM4C inhibition was reversed by CXCL2 depletion (Fig. 8C). Similarly, the enhanced DNA damage and impaired DNA repair that was caused by KDM4C knockdown were also partially rescued by transfection with siRNAs that target CXCL2 (Fig. 8D and E). All of these results confirm that the biological functions of KDM4C in HCC are partially dependent on CXCL2.

**Fig. 8:**
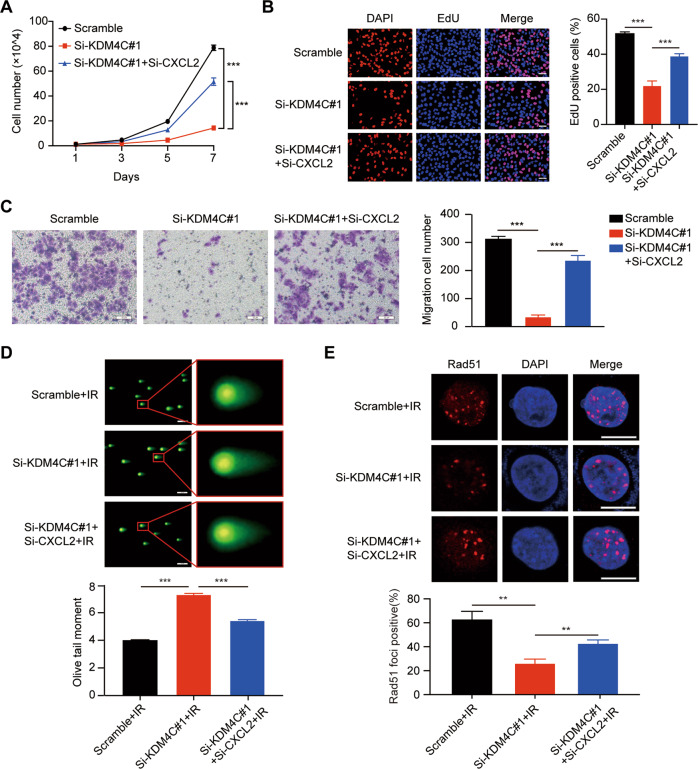
KDM4C exerts its biological effects by regulating CXCL2 expression in Huh7 cells. **A** Huh7 cells were transfected with the indicated siRNAs, seeded in six-well plates and counted every other day (*n* = 3). **B** Cell proliferation was examined by an EdU assay (*n* = 3). Scale bar, 50 μm. **C** Transwell assays were performed to evaluate the migration of Huh7 cells (*n* = 3). Scale bar, 50 μm. **D** A neutral comet assay was conducted in Huh7 cells to assess single-cell post-irradiation DNA damage in each group (*n* = 3). Scale bar, 50 μm. **E** Rad51 foci formation was used to analyze DNA repair. Representative immunofluorescence images and statistical diagrams are shown (*n* = 3). Scale bar, 10 μm.

## Discussion

In this study, we present evidence that the depletion of KDM4C inhibits cell proliferation and migration and enhances radiosensitivity in HCC cells. Moreover, we showed the chemokine CXCL2 as a critical downstream effector of KDM4C that mediates the biological effects of KDM4C, indicating that targeting the KDM4C/CXCL2 axis may be a promising therapeutic strategy for HCC treatment.

It has been documented that KDM4C is overexpressed and that KDM4C dysregulation is correlated with tumorigenesis, B-cell activation and amino acid metabolism [24–26]. For example, KDM4C can induce the transcription of Wnt/β-catenin target genes and promote glioblastoma tumorigenesis [27]. Knockout of KDM4C suppresses glycolytic metabolism to inhibit prostate cancer metastasis by inhibiting C-Myc/LDHA signaling [28]. However, few studies have explored the functions of KDM4C in HCC. Our results demonstrate that KDM4C is upregulated in HCC cells and drives cell growth and proliferation in vitro and in vivo, which is consistent with a recent study showing that KDM4C knockdown led to decreased HCC proliferation by stabilizing ROCK2 [29]. In addition, we confirmed for the first time that KDM4C is inversely correlated with the migration of HCC cells. More importantly, our study also provides a novel finding that KDM4C depletion causes IR-induced DNA double-strand breaks and abolishes G2/M checkpoint arrest, therefore resulting in reduced DNA repair and enhanced radiosensitivity in HCC cells.

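The CXCL2 gene, listed as ENSG00000081041, lies on the minus strand of chromosome 4, from 74097035 to 74099293 in GRCh38. Its 1 annotated protein-coding transcript in GENCODE release 29 has 4 exons and 1218 nucleotides, and its coding sequence of 107 codons runs from nucleotide 174 to 494. CXCL3 lies on the same strand of this chromosome, from 74036589 to 74038807, and its coding sequence also holds 107 codons.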

C-X-C motif chemokine ligand 2 (CXCL2), which belongs to the CXC chemokine family, is a small secreted protein that participates in cancer progression and metastasis, osteoblast differentiation and immune regulation [30–33]. Ding et al. demonstrated that CXCL2 functions as a tumor suppressor to inhibit proliferation and promote apoptosis by modulating the ERK1 signaling pathway in HCC cells [18]. Recent work has shown that CXCL2 can recruit neutrophils to induce immunosuppressive phenotypes in HCC [34]. In our study, we performed RNA sequencing and identified CXCL2 as a critical effector of KDM4C in HCC cells. 

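With both siRNAs taken together, the log2 fold change of CXCL2 mRNA in Huh7 cells was 0.355 on the log2(FPKM + 1) scale (standard error 0.155, adjusted p = 0.143 over all listed genes and 0.0517 over the genes of Fig. 6C, limma-trend with Benjamini-Hochberg adjustment). This scale makes it smaller than the ratio of the mean FPKM values, 0.394 with Scramble, 0.792 with Si-KDM4C#1 and 0.782 with Si-KDM4C#2. With a pseudocount of 0.1 the log2 fold changes were 0.84 with Si-KDM4C#1 and 0.88 with Si-KDM4C#2 (adjusted p = 0.184 and 0.179, limma-trend). Of the 6 knockdown libraries, 4 lay above every Scramble library (two-sided exact permutation test, p = 0.0595, where the smallest p that 84 splits of the libraries allow is 0.0119). Over the 3 libraries of a group the depth gave 29 fragments of CXCL2 with Scramble, 59 with Si-KDM4C#1 and 56 with Si-KDM4C#2. On the log2(FPKM + 1) scale, and with both siRNAs together, the log2 fold change was 0.62 for KLF2 (adjusted p = 0.000603), -1.10 for WNT6 (adjusted p = 7.59e-06), -1.01 for HKDC1 (adjusted p = 2.57e-05) and -0.62 for FGF18 (adjusted p = 0.000195), all by limma-trend. After its RNA sequencing, the paper narrows its view to genes reported to be involved in HCC, since its study concerns HCC (Fig. 6C). It then measures them by real-time PCR and states that CXCL2 changed most significantly there (Fig. 6D and E). The paper also reports CXCL2 mRNA with and without irradiation, secreted CXCL2 by ELISA and a histone mark at the CXCL2 promoter by ChIP PCR. It further reports rescue experiments with CXCL2 siRNA, and identifies CXCL2 as an effector of KDM4C in HCC cells. None of these other experiments was analysed here.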

Inhibition of KDM4C upregulates the expression of CXCL2 at both the transcriptional and translational levels, and this regulation is dependent on the demethylase activity of KDM4C by promoting the binding of H3K36me3 to the CXCL2 promoter. Notably, the mRNA level of CXCL2 is downregulated after irradiation, indicating that CXCL2 may be a DNA damage-responsive gene, although this warrants further investigation in future. In addition, our results clearly show that the phenotypes caused by KDM4C silencing are partially dependent on CXCL2 expression. Therefore, this work reveals that CXCL2 is a novel downstream effector of KDM4C and provides new insights into the mechanism by which KDM4C functions in HCC cells.

In summary, our work confirms the critical roles of KDM4C in the proliferation, migration, and radiosensitivity of HCC cells by upregulating the expression of CXCL2. These findings indicate that KDM4C might be a prospective biomarker for HCC diagnosis and treatment.

## Materials and methods

### Cell culture and plasmid transfection

The human HL-7702 liver cell line, hepatocellular carcinoma cell lines (HepG2, Huh7, and Hep3B) and human embryonic kidney cell line HEK-293T were obtained from American Type Culture Collection (ATCC) and maintained in DMEM supplemented with 10% FBS and 1% penicillin‒streptomycin solution in an incubator at 37 °C in 5% CO_2_. These cell lines were authenticated by STR profiling and tested for mycoplasma contamination. The vector and SFB-KDM4C plasmids were transfected into Huh7 and HepG2 cells using Lipofectamine 2000 reagent (Invitrogen, USA).

### RNA interference

Small interfering RNA (siRNA) transfection was performed using Lipofectamine RNAiMAX reagent (Invitrogen, USA). Forty-eight hours post-transfection, the cells were collected and used for further experiments. 

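Si-KDM4C#1 (AGAUAGCAGCAAUGAAGAA) matches nucleotides 2536 to 2554 of the transcript KDM4C-202, in the coding sequence of exon 14, at chromosome 9 from 7013790 to 7013808 in GRCh38. The site is present in 6 of 7 annotated protein-coding transcripts of KDM4C and lies between the transcript sequences CTCATGCCGTACCACAAGCC and AATGATGCTAGATGGGAGAC. Si-KDM4C#2 (GCTGGAGAATTCATGATCA) matches nucleotides 1361 to 1379, in the coding sequence of exon 8, at chromosome 9 from 6893107 to 6893125. It is present in 4 of 7 transcripts, between TTGACAAGATAACCCAGGAG and CTTTCCCATATGGCTACCAT. The short hairpin Sh-KDM4C (CCTTGCATACATGGAGTCTAA) matches nucleotides 661 to 681 in exon 2, at chromosome 9 from 6793084 to 6793104, and Si-CXCL2 (GGGCAGAAAGCTTGTCTCA) matches nucleotides 414 to 432 of the CXCL2 transcript, in the coding sequence of exon 3, at chromosome 4 from 74098650 to 74098668. Both are in the sense direction of their target. Among the KDM4 paralogs, Si-KDM4C#2 has its closest sites in KDM4B and KDM4A, each with 2 mismatches. With positions counted from 1 at the 5′ end of the printed sequence, the substitutions are T3C and A6G in exon 9 of KDM4B, at chromosome 19 from 5082379 to 5082397, and A9G and C12T in exon 8 of KDM4A, at chromosome 1 from 43666966 to 43666984. In KDM4D the closest site has 3 mismatches (A9G, A16G and C18G). Si-KDM4C#1 has at least 7 mismatches to its closest site in each of these paralogs. KDM4B mRNA in Huh7 cells had a log2 fold change of -0.11 with Si-KDM4C#1 (standard error 0.076, adjusted p = 0.24) and -1.74 with Si-KDM4C#2 (standard error 0.076, adjusted p = 1.43e-07, limma-trend with Benjamini-Hochberg adjustment), and the siRNAs differed by -1.64 (adjusted p = 1.45e-07). KDM4A had log2 fold changes of 0.10 and -0.13 (adjusted p = 0.207 and 0.122, limma-trend), and the siRNAs differed by -0.23 (adjusted p = 0.013). Over its alternatives, fits that left out a library aside, the adjusted p of KDM4A with Si-KDM4C#2 ranged from 0.0149 to 0.21. With Si-KDM4C#1 the adjusted p ranged from 0.0178 to 0.33 for KDM4A and from 0.00251 to 0.573 for KDM4B.

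**Figure D5:**
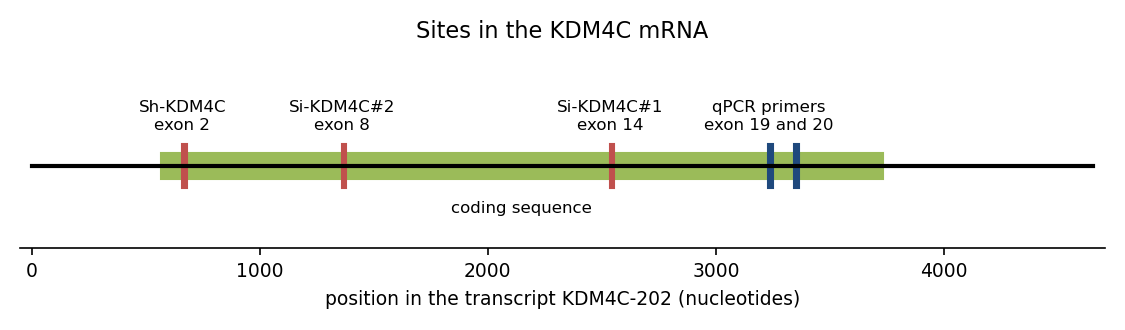
Map of the transcript KDM4C-202 (horizontal axis, position in nucleotides from its 5′ end), with the coding sequence as a green bar, the sites of Sh-KDM4C, Si-KDM4C#2 and Si-KDM4C#1 in red and the KDM4C real-time PCR primers in blue. From left to right the sites lie in exons 2, 8 and 14, and the primers in exons 19 and 20.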

For the knockdown of KDM4C and CXCL2, the following siRNA oligonucleotides were used:

Si-KDM4C#1: 5’-AGAUAGCAGCAAUGAAGAA-3’ [16]

Si-KDM4C#2: 5’-GCTGGAGAATTCATGATCA-3’

Si-CXCL2: 5’-GGGCAGAAAGCTTGTCTCA-3’ [18]

### Establishment of KDM4C stable knockdown cells

Short hairpin RNA (shRNA) and pSPAX2 and pMD2G were transfected into HEK-293T cells to generate supernatants that were used to infect HepG2 cells with the addition of 10 mg/mL polybrene (Sigma–Aldrich, USA). KDM4C stable knockdown cells were selected using 2 mg/mL puromycin, and the KDM4C protein level was confirmed by western blotting. The sequences of the shRNAs used are listed below:

Sh-Control: 5’-CCTAAGGTTAAGTCGCCCTCG-3’

Sh-KDM4C: 5’-CCTTGCATACATGGAGTCTAA-3’

### Western blotting analysis

The cells were lysed in 1× RIPA lysis buffer to acquire the total cellular proteins. The supernatants were collected and then subjected to western blotting analysis. In brief, the proteins were first separated by SDS-PAGE and then transferred to 0.2 mm PVDF membranes, which were blocked for 1 h. The membranes were then incubated with specific primary antibodies overnight and subsequently with secondary antibodies for 1 h. The protein bands were detected using the Enhanced chemiluminescent (ECL) detection reagent (Bio-Rad, USA). The antibodies used in this study were as follows: rabbit anti-KDM4C (Bethyl Laboratories, A300-885A, 1:1000, USA); rabbit anti-GAPDH (Servicebio, GB11002, 1:1000, China); mouse anti-Flag (ABclonal, AE005, 1:1000, China); and rabbit anti-ZEB1, anti-Snail, anti-β-Catenin, anti-Vimentin (Cell Signaling Technology, #9782, USA).

### RNA sequencing and analysis

Huh7 cells were transfected with two siRNAs that target KDM4C or the scramble control. Total cellular RNA was isolated using TRIzol reagent (Invitrogen) and sent to CapitalBio Technology (Beijing, China) for RNA sequencing. After quantifying the final libraries, the data were subsequently sent to an Illumina NovaSeq sequencer (Illumina) for paired-end sequencing. Data that met the requirements of false discovery rate (FDR) < 0.05 and fold change (Fc) > 2 were used for analysis. All the data were deposited into the Gene Expression Omnibus database (GEO, GSE189941).

### Quantitative real-time PCR

Cellular RNA was extracted using a Total RNA kit I (Omega Bio-Tek, R6834-01, USA) in accordance with the manufacturer’s instructions. Reverse transcription was performed to synthesize cDNA, which was later used for quantitative real-time PCR. The ΔΔCt method was used to analyze the normalized mRNA levels of the target genes. The primer sequences used in this study are listed in Supplementary Table 1.

### Chromatin immunoprecipitation (ChIP) assay

This assay was carried out using a ChIP Assay Kit (Beyotime, P2078) according to the manufacturer’s instructions. Briefly, cells were collected after being fixed with 1% methanal and then broken up using an ultrasonic processor. The samples were mixed with IgG/H3K36me3 antibody (ABclonal, A20379) and protein A/G agarose overnight at 4 °C. RT-PCR was performed to detect H3K36me3 accumulation at the CXCL2 promoter region. The primer sequences are listed in Supplementary Table 2.

### Enzyme-linked immunosorbent assays (ELISAs)

The Human CXCL2/GRO-beta ELISA Kit (ABclonal, RK00150, China) was used for the quantification of CXCL2 levels according to the manufacturer’s instructions. Briefly, sample/standard was added to 96-well plates that were pre-coated with a capture antibody targeting CXCL2. After 2 h of incubation, the biotin-conjugated CXCL2 antibody was added and incubated for 1 h to bind the antigen-antibody complexes, followed by streptavidin-HRP attachment for 30 min. The complexes were then incubated with TMB substrates in the dark for 20 min, and the stop solution was added to terminate the reaction. OD values were measured at 450 nm with an enzyme-labeled colorimeter.

### Cell growth and colony formation assays

For the cell growth assay, cells were plated in six-well plates (1 × 10^4^ cells/well) in triplicate. Cell numbers were counted at 1, 3, 5, and 7 days. For the cell colony formation assay, cells were plated into six-well plates (500 cells/well). After 2 weeks, the cells were washed, fixed and then stained with 0.1% crystal violet, and cell colonies that grew to over 50 cells were counted.

### CCK-8 assay

A cell counting kit-8 (Biosharp, BS350B) was used to detect cell viability after being treated with cisplatin (0.6 μM). Cells were cultured in 96-well plates (3000 cells/well). The working solution consisting of CCK-8 reagent and DMEM medium was added to the well (100 mL/well). After being incubated for 3 h, the absorbance of the solution at 450 nm was measured.

### EdU assay

The EdU assay was carried out using an EdU-594 kit (Beyotime, C0078S, China) according to the instruction manual. Briefly, cells were plated into 96-well plates (4 × 10^4^ cells/well) in triplicate. After the cells adhered, they were maintained in the presence of 10 mM EdU in DMEM for 2 h and then fixed with 4% paraformaldehyde for 15 min. The cells were permeabilized and then incubated with Azide-594 mixture for 30 min to facilitate a click reaction and then with Hoechst 33342 to stain the nuclei for 10 min. The cells were viewed and images were captured for analysis.

### Wound-healing assay

Cells were cultured in six-well plates until they formed a free-of-void monolayer. The monolayers were then scratched using pipette tips to generate wounds. Detached cells were washed with PBS. Then, the cells were further cultured in serum-free DMEM. Wounds were photographed at 0 h and 72 h using a light microscope, and the migration rate was calculated using ImageJ software.

### Cell migration assay

Cells were collected and washed with serum-free DMEM three times and then seeded into the upper chamber (6 × 10^4^ cells/chamber) in three replicates. Cells growing in the upper chamber were cultured in serum-free DMEM. DMEM supplemented with 10% FBS was added to the lower chamber to induce cell migration. After 24 h, the cells were fixed and dyed with 0.1% crystal violet. The migrated cells were observed and images were captured to count the cells.

### Cell cycle analysis

Cells that underwent siRNA transfection were subjected to 6 Gy IR exposure and allowed to recover from the irradiation for 4 h. Subsequently, the cells were suspended and fixed with 70% ethanol overnight at 4 °C, followed by propidium iodide (PI) staining for 30 min at room temperature. Then, the cells were detected by flow cytometry, and the cell cycle was analyzed using ModFit software.

### Immunofluorescence staining

Cells were grown on sterilized coverslips and subjected to 6 Gy IR exposure. After 4 h, the cells were fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.2% Triton X-100 for 15 min. After blocking for 1 h, the cells were incubated with γ-H2AX (Abcam, ab26350, 1:1000) and Rad51 (Abcam, ab133534, 1:1000) antibodies overnight and the corresponding secondary antibody for 1 h. DNA was stained with DAPI for 10 min. Cell images were acquired with a confocal fluorescence microscope, and cells with over 10 foci were considered to be positive.

### Neutral comet assay

To assess DNA damage in individual cells, a comet assay kit (Trevigen, 4250-050-K, USA) was used. Huh7 and HepG2 cells were subjected to 6 Gy IR exposure and were collected 4 h post-irradiation. Cells and molten low-melting agarose (LMA) were combined, and the mixture was evenly coated onto comet slides. Then, the cells were lysed for 1 h and immersed in neutral electrophoresis buffer and incubated for 0.5 h before electrophoresis for 1 h at 4 °C. The slides were then immersed in DNA precipitation solution and incubated for 0.5 h, after which samples were stained with SYBR Gold at room temperature. The Olive tail moment was analyzed using CometScore2.0 and GraphPad Prism software, and at least 100 cells were included.

### Cell clonogenic survival assay

This assay was performed as previously described [35]. Cells were plated in six-well plates in triplicate at densities of 200, 400, 1000, 4000, and 8000 cells/well and irradiated at 0, 2, 4, 6, and 8 Gy. Three days after irradiation, the cell medium was removed, fresh medium was added, and the cells were cultured for two weeks. The cells were then fixed and stained, and the colony number (clusters of >50 cells) of each treatment group was calculated.

### Animal experiment

Nude mice 4–6 months of age were randomly divided into two groups and then injected subcutaneously with 5 × 10^6^ cells of Sh-Control or Sh-KDM4C HepG2 stable cells. Mice were fed in aseptic conditions and the long diameter (a) and short diameter (b) of the tumors were measured every 3 days. The formula V = a × b^2^/2 was used to calculate the tumor volume. The mice were ultimately euthanized and the tumor weight was measured. The animal experiment was approved by the Medical Ethics Committee of Tongji Medical College, Huazhong University of Science and Technology.

### Statistical analysis

Every experiment we performed was repeated at least three independent times. Statistical analysis of group comparisons was performed using Student’s *t*-test (two-tailed). *P* < 0.05 was considered statistically significant. *P < 0.05, **P < 0.01, ***P < 0.001.

## Supplementary information

Supplementary Table 1

Supplementary Table 2

Full and uncropped western blots

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: KDM4C silencing inhibits cell migration and enhances radiosensitivity by inducing CXCL2 transcription in hepatocellular carcinoma
**Source:** Cell Death Discov. 2023 Apr 28;9:137. doi: 10.1038/s41420-023-01418-w
**Supplement:** Supplementary file 1 — Supplementary Table 1

**Supplementary Table 1.** Primer Sequences used for qRT-PCR

| Genes | Sequences (5'-3') |
| --- | --- |
| CXCL2 | F: TGCTCCTGCTCCTGGTGG  R: TGCCCATTCTTGAGTGTGGC |
| KLF2 | F: CTGCCGTCCTTCTCCACTTT  R: AGGATGAAGTCCAGCACGCT |
| FGF18 | F: GCGAGGATGGGGACAAGTAT  R: GCGGTTCATGCACAGGTAGA |
| HKDC1 | F: CTGGCACCAATGCGTGTTAC  R: CAGTTGCTTTCCTGGGTTGAG |
| WNT6 | F: TATGGACCCTACCAGCATCTG  R: GGAACTGGAACTGGCACTCT |
| KDM4C | F: CATCGGAACACCCGGTATTAC  R: TTCAGACAGTCTCGGCTCAC |
| GAPDH | F: AGAAGGCTGGGGCTCATTTG  R: AGGGGCCATCCACAGTCTTC |

F, forward primer; R, reverse primer.

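Each pair of primers amplifies a stretch of complementary DNA made from the mRNA. All 14 primers match the coding sequence of their gene in GENCODE release 29, and positions are in GRCh38. The CXCL2 product of 184 bp runs from exon 1 to exon 3 (chromosome 4, 74098664 to 74099059) and the KDM4C product of 134 bp from exon 19 to exon 20 (chromosome 9, 7128120 to 7165254). The FGF18 product of 107 bp spans exons 3 and 4 (chromosome 5, 171436253 to 171449232), the HKDC1 product of 182 bp exons 7 and 8 (chromosome 10, 69243185 to 69246079) and the KLF2 product of 125 bp exons 1 and 2 (chromosome 19, 16324945 to 16325286). The GAPDH product of 258 bp runs from exon 5 to exon 8 (chromosome 12, 6537000 to 6537632). The WNT6 product of 140 bp lies within exon 2 (chromosome 2, 218871048 to 218871187), so its primers alone do not tell complementary from genomic DNA. The KDM4C primers lie downstream of both siRNA sites in the mRNA.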

# Supplementary material for: KDM4C silencing inhibits cell migration and enhances radiosensitivity by inducing CXCL2 transcription in hepatocellular carcinoma
**Source:** Cell Death Discov. 2023 Apr 28;9:137. doi: 10.1038/s41420-023-01418-w
**Supplement:** Supplementary file 2 — Supplementary Table 2

**Supplementary Table 2.** Primer Sequences used for ChIP-PCR

| Gene | Primers | Sequences (5'-3') |
| --- | --- | --- |
| CXCL2 | Primer 1 | F: AACGGCGAACCCCTTTTATG  R: GGCAGAAAGAGAACATCCCAC |
|  | Primer 2 | F: GGCGAACCCCTTTTATGCAT  R: CGGGGCAGAAAGAGAACATC |
|  | Primer 3 | F: GGGTCTGACTGTCTTGCGTA  R: GGCGGTTATCTCGGTATCTCT |

F, forward primer; R, reverse primer.

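In the ChIP assay, DNA bound by the precipitated histone mark is amplified with these primers at the CXCL2 promoter. The forward primers of Primer 1 and Primer 2 match the start of the CXCL2 gene itself, in the 5′ UTR of exon 1, on the strand opposite to the mRNA. Primer 1 F (AACGGCGAACCCCTTTTATG) lies at chromosome 4 from 74099207 to 74099226 in GRCh38 and Primer 2 F (GGCGAACCCCTTTTATGCAT) from 74099210 to 74099229. The other 4 primers match no annotated transcript, and their places in the genome were not analysed here.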

How the deposited data were processed for this re-analysis (not part of the article)

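RNA sequencing of Huh7 cells gave 9 libraries, 3 each from cells transfected with Scramble, Si-KDM4C#1 or Si-KDM4C#2 and collected after 48 hours. The labels of the libraries give the siRNA and a replicate number from 1 to 3. The authors deposited FPKM values, 1 list per library with gene identifier, symbol and value, and state paired-end sequencing on an Illumina NovaSeq. They state no aligner, genome build, annotation, counting tool or test tool, and no step that scales libraries to each other. All columns of the lists were used. No result here rests on the real-time PCR, western blot, ChIP or irradiation experiments, which were not analysed here.

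Of the 32906 listed genes, 32847 had an identifier in GENCODE release 29 and 32353 the same symbol there. Multiplied by the exon length of the gene and a total per library, the values came out as whole numbers (within 0.05) in all libraries for 32080 genes (97.66%). The fitted totals ran from 14597503 to 18058557 fragments per library. The floor was taken as 3 fragments, and between 23277 and 25452 genes per library were above 0. No listed gene was at 0 in all libraries. The recovered fragments served to give depth and for some of the alternatives, and the main comparisons used the deposited FPKM.

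Genes with a mean of at least 1 FPKM in at least 1 group (14363 genes) were compared on log2(FPKM + 1) in limma 3.58.1 (R 4.3.3), with empirical Bayes moderation with a trend (limma-trend), all 9 libraries in 1 fit and no covariates. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at FDR < 0.05 and a fold change > 2, the limits the paper states. The comparisons were each siRNA against Scramble, Si-KDM4C#2 against Si-KDM4C#1, and both siRNAs together against Scramble. Co-upregulated and co-downregulated genes are those called in the same direction with both siRNAs. For KDM4C and the 5 genes of the heatmap, two-sided exact permutation tests were run on the same log2 values. Gene sets were tested with camera in limma (inter-gene correlation 0.01). These were the 43 S-phase and 54 G2/M genes of Seurat 5.3.0, and genes whose 3′ UTR matches positions 2 to 8 of the guide strand of either siRNA, taken as the reverse complement of the printed sequence. Sequences were searched in the transcripts of GENCODE release 29, in GRCh38 coordinates. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the fragments, sequences and plots.

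The genes named were chosen by a rule set before the data were examined: genes the paper names as measured, as target or effector or as regulated by KDM4C (some of these are not reported here); the KDM4 paralogs and the chemokines near CXCL2 that are listed; in the co-upregulated and co-downregulated genes each, the 5 with the largest smaller change of the siRNAs, among genes with a mean of at least 1 FPKM over all libraries and all knockdown libraries on 1 side of all Scramble libraries; and the 3 genes with the largest difference between the siRNAs. EFTUD2 and the hepatocyte and housekeeping mRNAs fall outside this rule.

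The alternatives chosen before the data were examined were quantile normalization, a pseudocount of 0.1, no filter on low genes, at least 1 FPKM in every library (11171 genes), the 6 libraries of each comparison alone, the replicate number as a block, no fold change limit, a fold change tested against 2, an FDR of 0.01, leaving out each library in turn, an estimated inter-gene correlation and an 8-mer seed match. Chosen after the data had been seen were limma voom on the recovered fragments (median-ratio size factors, at least 10 fragments in at least 3 libraries, 16010 genes), without and with the replicate block; the fragments of each group pooled and compared by an exact binomial test (13927 genes); a pseudocount of 0.1 with a mean of at least 0.1 FPKM (24974 genes); a lowess adjustment of each library for GC content (span 0.3, 14343 genes), without and with the block; quantile normalization for the gene sets; and the estimated inter-gene correlation for the gene sets between the siRNAs. Ranges over the alternatives do not include the fits that left out a library, whose ranges are given apart.

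The methods were tested on simulated data of the same design, in which 200 genes per siRNA changed 4-fold. With limma-trend, 197 of them were called with each siRNA (98.5%) among 13592 genes, with 7 false calls. With limma voom, 199 were called (99.5%), with 3 and 2 false calls. With camera in limma, a planted set of 50 genes reached a p-value of 8.61e-28, while of 100 random sets 0 came under 0.05. Genes were simulated independently of each other, and the same shift was added to each planted gene. This does not test sets of correlated genes, such as the G2/M genes, whose estimated inter-gene correlation was 0.0649. Simulated fragments were recovered from their FPKM values for 100% of 32847 genes.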

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

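The test for shared reads of KDM4C and KDM4B, and the estimated inter-gene correlation for G2/M genes between the siRNAs, were chosen only after the result was seen.

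KDM4B, a paralog of KDM4C, differed between the siRNAs in a direct test (log2 difference -1.635, adjusted p = 1.45e-07, limma-trend), in a gene the paper does not report on. Its log2 fold change was -1.742 with Si-KDM4C#2 and -0.107 with Si-KDM4C#1, from 6.28 ± 0.341 FPKM with Scramble, 5.77 ± 0.633 FPKM with Si-KDM4C#1 and 1.18 ± 0.0814 FPKM with Si-KDM4C#2 (SD, n = 3). Reads shared between KDM4C and KDM4B would lower KDM4B with both siRNAs, but with Si-KDM4C#1 the change was -0.107 (-0.333 after GC adjustment, the lowest of its alternatives), while KDM4C itself fell by more than 2-fold. After quantile normalization, which removes scaling differences between libraries, the log2 fold change with Si-KDM4C#2 was -1.792. A candidate explanation is the near match of Si-KDM4C#2 in the KDM4B mRNA, with 2 mismatches opposite guide positions 17 and 14. Only 1 other tested mRNA has at most 3 mismatches outside guide positions 2 to 12, EFTUD2, which was chosen for this alone. Its log2 difference between the siRNAs was -1.059 (adjusted p = 1.65e-08, limma-trend), of which part is a rise with Si-KDM4C#1 (0.448, against -0.611 with Si-KDM4C#2), and 1 gene is too few to tell. The small change with Si-KDM4C#1, while KDM4C fell, also speaks against a large response of KDM4B to the loss of KDM4C alone. A small fall is not excluded. Over 10 alternatives the adjusted p of KDM4B with Si-KDM4C#1 ranged from 0.00251 to 0.573, and in 9 of them it stayed above the FDR limit. A response only to the deeper loss with Si-KDM4C#2 was not separated from the near match.

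G2/M genes differed between the siRNAs in a direct test (camera FDR 4.36e-11, mean log2 difference 0.615, 4 of 54 genes lower with Si-KDM4C#2). Against Scramble they were higher with Si-KDM4C#2 (FDR 1.55e-11, mean 0.535) and not changed past the limit with Si-KDM4C#1 (FDR 0.609, mean -0.08). S-phase genes had an FDR of 0.426 between the siRNAs. The size of these p-values depends on the inter-gene correlation of camera: estimated from the data, it gave the G2/M genes an FDR of 0.0153 between the siRNAs and 0.026 with Si-KDM4C#2. With adjustment for the GC content of the genes, the mean difference of the G2/M genes moved to 0.515 and the FDR between the siRNAs was 4.73e-11, so GC content does not explain it fully. A scaling common to all genes of a library cannot give this result, since camera compares a set with the other genes, and the median log2 fold changes of all genes were only -0.032 and 0.057. With quantile normalization the mean difference hardly moved (0.612) and the FDR was 6.86e-14. Of the 4 splits of the 6 siRNA libraries that part all same-numbered libraries, 1 (the real one) gave as small a p for G2/M genes and 3 did for S-phase genes. As 4 splits cannot give a share under 0.05, a grouping by chance cannot be excluded by that count. The siRNAs may thus leave different shares of cells in G2/M, which remains a hypothesis, and an effect of either siRNA outside KDM4C was not separated from one through KDM4C. The paper measured cell-cycle phases in Huh7 and HepG2 cells by flow cytometry. It reports that irradiation raised the share of cells in G2/M and that KDM4C depletion partly removed this rise. Those measurements were not analysed here, and no irradiation is stated for the sequenced cells.

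The genes with the largest changes with both siRNAs are outside those the paper discusses. With Si-KDM4C#1 and Si-KDM4C#2, the log2 fold changes were 2.613 and 2.161 for MEX3D, 2.299 and 2.006 for KIF1C, 2.466 and 1.935 for TRIB3, 2.066 and 1.928 for PCK2, and 1.903 and 2.441 for PPP1R14B. Among lower genes they were -2.818 and -3.013 for EDN2, -2.382 and -2.186 for AP001781.1, -2.694 and -1.857 for BMF, -2.272 and -1.848 for AL355032.1, and -1.751 and -1.949 for C8orf59P2. All had an adjusted p under 0.05 (limma-trend), and all 6 knockdown libraries lay on 1 side of the Scramble libraries, by the rule that chose them. C8orf59P2 rests on few fragments (71 with Scramble, 13 and 10 with the siRNAs). By its name it is a pseudogene, so reads shared with its parent gene cannot be excluded, and its adjusted p with Si-KDM4C#1 ranged from 0.000336 to 0.0581 over its alternatives. The other 9 genes kept their direction and their side of the FDR limit under each alternative that gave a value for them, quantile normalization and GC adjustment included. No 7-mer seed match of either siRNA lies in the 3′ UTR of MEX3D, KIF1C, TRIB3, PCK2, PPP1R14B, EDN2 or BMF, and the other 3 genes have no annotated 3′ UTR. An effect of transfecting an active siRNA, shared by both, was not tested, and no biological explanation was tested either.

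The largest differences between the siRNAs were in genes the paper does not report on. The log2 difference, Si-KDM4C#2 against Si-KDM4C#1, was -3.754 for GDF15, 3.447 for HMGN5 and -3.432 for CPLX1. GDF15 went in opposite directions from Scramble, 1.736 with Si-KDM4C#1 and -2.018 with Si-KDM4C#2 (77.7, 263 and 18.4 FPKM with Scramble, Si-KDM4C#1 and Si-KDM4C#2). HMGN5 fell with Si-KDM4C#1 (-2.892) and rose with Si-KDM4C#2 (0.555), and CPLX1 rose with Si-KDM4C#1 (3.701) and changed by 0.268 with Si-KDM4C#2 (-0.161 after GC adjustment). Over the alternatives the difference ranged from -3.956 to -3.737 for GDF15, from 3.293 to 3.742 for HMGN5 and from -4.253 to -3.417 for CPLX1, so scaling and GC content do not account for it. None of their 3′ UTRs holds a 7-mer seed match of either siRNA. What else sets the siRNAs apart in these genes was not tested.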

How the results depend on the processing

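Limma voom, the pooled test, the GC adjustment, the pseudocount of 0.1 with the lower filter, quantile normalization for the gene sets, and the estimated correlation for the sets between the siRNAs were chosen only after the results were seen, and the other alternatives were set before the data were examined. The cause was not tested for any of the changes below.

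The counts of genes stayed within 1.5 times those reported under quantile normalization, no filter on low genes, an FDR of 0.01, the 6 libraries of each comparison alone and the replicate block. With at least 1 FPKM in every library they did so as well, except for 68 co-downregulated genes. With a pseudocount of 0.1 the genes higher with Si-KDM4C#1 were 900, the genes lower with Si-KDM4C#1 1402, the genes higher with Si-KDM4C#2 758, the genes lower with Si-KDM4C#2 685, the co-upregulated genes 288, the co-downregulated genes 279, the genes differing between the siRNAs 1937 and the genes changed with both siRNAs taken together 1294. In the same order, no fold change limit gave 4560, 4872, 4937, 3590, 2781, 2189, 8969 and 9101 genes, and a fold change tested against 2 gave 247, 255, 108, 78, 58, 15, 352 and 172. Limma voom gave 1199, 1824, 873, 1120, 331, 457, 2566 and 1814, and with the replicate block 1184, 1805, 837, 1104, 319, 442, 2548 and 1762. The pooled exact binomial test gave 930, 1557, 853, 801, 316, 353, 2117 and 1452. A pseudocount of 0.1 with a mean of at least 0.1 FPKM gave 1036, 2065, 1006, 1053, 317, 451, 2683 and 1938. GC adjustment moved the genes higher with Si-KDM4C#2 to 238 (genes lower with Si-KDM4C#2 376) and the co-upregulated genes to 102, and with the replicate block to 237 and 102. With Si-KDM4C#2 more genes were higher than lower in the reported fit, and fewer under quantile normalization (334 and 407), GC adjustment and limma voom (both also with the block) and the pseudocount of 0.1 with the lower filter. With Si-KDM4C#1 fewer were higher than lower except with at least 1 FPKM in every library, where the genes higher with Si-KDM4C#1 were 523 and the genes lower with Si-KDM4C#1 493. Of the genes called in the reported fit, limma voom also called 560 of 580 and 337 of 373 higher ones and 623 of 694 and 286 of 330 lower ones.

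Leaving out each library in turn (9 fits) kept all counts within 1.5 times: 553 to 623 higher and 642 to 760 lower with Si-KDM4C#1, 361 to 431 higher and 325 to 378 lower with Si-KDM4C#2, 161 to 194 co-upregulated, 107 to 143 co-downregulated, 941 to 1053 between the siRNAs and 573 to 648 together.

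KDM4C was lower with both siRNAs in each fit that left out a library and in the 9 other alternatives that give a value for it, which at least 1 FPKM in every library does not. The log2 fold change of CXCL2 with Si-KDM4C#1 passed the FDR limit under limma voom (1.04, adjusted p = 0.0462) and limma voom with the replicate block (1.06, adjusted p = 0.0344), in a range of 0.0344 to 0.274. With Si-KDM4C#2 it passed under none of the 7 alternatives that give a value for it (0.0811 to 0.223). Across the fits that left out a library, the limma-trend adjusted p ranged from 0.0604 to 0.467 with Si-KDM4C#1 and from 0.139 to 0.454 with Si-KDM4C#2.

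For S-phase genes with Si-KDM4C#2 the camera FDR of 0.0155 became 0.0571 with an estimated inter-gene correlation and 0.0907 with quantile normalization. For G2/M genes with Si-KDM4C#2 the FDR of 1.55e-11 became 0.026 with the estimated correlation, still under the limit. For S-phase genes with Si-KDM4C#1 it went from 0.0908 to 0.0181 with GC adjustment and 0.0168 with GC adjustment and the replicate block. G2/M genes with Si-KDM4C#1 changed direction with GC adjustment (FDR 0.526) and with GC adjustment and the block (FDR 0.462), and were past the limit in neither. For seed matches of Si-KDM4C#2 with Si-KDM4C#1, the 8-mer match gave an FDR of 0.0392 in place of 0.075.

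Among 1285 values of single genes under the alternatives, 1238 kept direction and side of the FDR limit, 16 lost the limit, 12 gained it and 19 changed direction. Under quantile normalization, the log2 fold change of SNAI1 with Si-KDM4C#1 became 0.073, the log2 fold change of CTNNB1 with Si-KDM4C#1 -0.037, the log2 fold change of KDM4D with Si-KDM4C#1 0.032, the log2 fold change of CXCL8 with Si-KDM4C#1 0.030 and the log2 fold change of NOTCH1 with Si-KDM4C#2 -0.059. Under limma voom SNAI1 was 0.007 (0.006 with its block), NOTCH1 -0.056 (-0.056) and the log2 fold change of VIM with Si-KDM4C#1 0.031 (0.032). GC adjustment gave -0.317 for NOTCH1, 0.026 for VIM and -0.161 for the log2 fold change of CPLX1 with Si-KDM4C#2. Across the 9 fits that each left out 1 library, the range was -0.107 to 0.023 for SNAI1, -0.074 to 0.034 for VIM and -0.055 to 0.077 for NOTCH1, with a change of direction in 1, 1 and 3 of these fits.

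The fit of 6 libraries was not run for both siRNAs taken together, which needs all 9, and the alternatives that need deposited counts were not run. CXCL2 gives no value with at least 1 FPKM in every library or with GC adjustment. Depth limits CXCL2 (29 fragments over the 3 Scramble libraries), CXCL3 (24 fragments) and FGF18 (9 fragments over the 3 Si-KDM4C#1 libraries), whose fold changes rest on few fragments.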

Differences from the paper's values

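No test of a cause was run here; the settings said to be chosen after seeing the values were chosen only after the result was seen.

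The paper's count of co-downregulated genes is 492, against 112 here, and the paper's count of co-upregulated genes is 361, against 169 here. The fold change limit was applied here on the log2(FPKM + 1) scale, and the paper states no scale. The paper's number of genes lower with Si-KDM4C#1 is about 2000 in Fig. 6B, read by eye, against 694 here, and the paper's number of genes higher with Si-KDM4C#1 is about 1400 in Fig. 6B, read by eye, against 580 here. With Si-KDM4C#2 the paper's number of lower genes is about 1300 in Fig. 6B, read by eye, against 330 here, and the paper's number of higher genes is about 1000 in Fig. 6B, read by eye, against 373 here.

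Of the alternatives set before the data were examined, a pseudocount of 0.1 came within 1.5 times the paper's value for co-upregulated genes (288), genes lower with Si-KDM4C#1 (1402) and genes higher with Si-KDM4C#2 (758). It did not for co-downregulated genes (279), genes higher with Si-KDM4C#1 (900) and genes lower with Si-KDM4C#2 (685). None of the other alternatives set before the data were examined did so for any of these counts. Chosen after seeing the values, limma voom came within 1.5 times for all 6 counts (457 co-downregulated, 331 co-upregulated, 1824 lower and 1199 higher with Si-KDM4C#1, 1120 lower and 873 higher with Si-KDM4C#2). So did limma voom with the replicate block (442, 319, 1805, 1184, 1104 and 837) and a pseudocount of 0.1 with a mean of at least 0.1 FPKM (451, 317, 2065, 1036, 1053 and 1006), also chosen after seeing the values. The pooled exact binomial test, chosen after seeing the values, did so for 353 co-downregulated, 316 co-upregulated, 1557 lower with Si-KDM4C#1 and 853 higher with Si-KDM4C#2, but not for 930 higher with Si-KDM4C#1 and 801 lower with Si-KDM4C#2. GC adjustment, without or with the block and chosen after seeing the values, did so for none.

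The paper lists CXCL2, KLF2, FGF18, HKDC1 and WNT6 in the heatmap of screened genes (Fig. 6C), and its methods give the FDR and fold change limits used here for the data it analysed. It states no scale for the fold change. Here that limit was applied on the log2(FPKM + 1) scale, which makes the fold change of a weakly expressed gene smaller than its FPKM ratio. FGF18, for example, had a mean of 0.734 FPKM with Scramble, 0.0982 FPKM with Si-KDM4C#1 and 0.155 FPKM with Si-KDM4C#2. Here WNT6 was past the FDR and fold change limits with both siRNAs and HKDC1 with Si-KDM4C#1 only (log2 fold change with Si-KDM4C#2 -0.942). With quantile normalization, set before the data were examined, HKDC1 was under the fold change limit with both siRNAs (log2 fold change of HKDC1 with Si-KDM4C#1 -0.889, log2 fold change of HKDC1 with Si-KDM4C#2 -0.920). Across the 9 fits that each left out 1 library, WNT6 with Si-KDM4C#2 ranged from -1.124 to -0.968. KLF2 (0.650 and 0.594) and FGF18 (-0.660 and -0.585) passed the FDR but not the fold change limit, and CXCL2 (0.353 and 0.356) passed neither. With a pseudocount of 0.1, set before the data were examined, KLF2, FGF18, HKDC1 and WNT6 passed both limits with both siRNAs. They also did with limma voom, limma voom with the block, and a pseudocount of 0.1 with a mean of at least 0.1 FPKM, chosen after seeing the values. With no fold change limit, set before the data were examined, KLF2 and HKDC1 were called with both siRNAs. HKDC1 was also called with Si-KDM4C#2 without Scramble replicate 3 (log2 fold change of HKDC1 with Si-KDM4C#2 -1.01) and without Si-KDM4C#2 replicate 2 (-1.01), and with GC adjustment, chosen after seeing the values (-1.07). CXCL2 was called with Si-KDM4C#1 by limma voom and limma voom with the block, chosen after seeing the values. With Si-KDM4C#2 it was called by none of the 7 alternatives that gave a value for it.

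By real-time PCR, which was not analysed here, the paper ranks CXCL2 as the gene of these 5 that changed most significantly (Fig. 6D and E). In the libraries CXCL2 had the largest adjusted p of the 5 (limma-trend, 0.204 with Si-KDM4C#1 and 0.211 with Si-KDM4C#2), and WNT6 the largest log2 fold change in size on the log2(FPKM + 1) scale (-1.176 and -1.035). With a pseudocount of 0.1 the largest was that of HKDC1 (log2 fold change of HKDC1 with Si-KDM4C#1 -2.215, log2 fold change of HKDC1 with Si-KDM4C#2 -1.818). With limma voom, chosen after seeing the values, it was that of FGF18 (log2 fold change of FGF18 with Si-KDM4C#1 -3.397, log2 fold change of FGF18 with Si-KDM4C#2 -2.206).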

Other observations

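The tests of the hepatocyte mRNAs and of the counting error of CXCL2 were chosen only after the result was seen, and the comparison of mitochondrial shares was noticed in the data as well.

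The 6 libraries of each comparison of 3 against 3 were also split in other ways. Of the 4 splits that part all same-numbered libraries, 1 (the real one) gave as many genes for Si-KDM4C#1 against Scramble (1274 genes), 1 for Si-KDM4C#2 against Scramble (703 genes) and 1 between the siRNAs (992 genes). The other 3, and the 6 splits that keep some numbers together, gave 0 genes. At an unadjusted p under 0.05 with the same fold change limit they gave 23 to 36, 20 to 31 and 13 to 29 genes, against 1280, 708 and 996 in the real splits. As 4 splits cannot give a share under 0.05, the count alone does not exclude chance. For both siRNAs taken together, 2 of the 27 splits with 1 library of each number in the place of Scramble gave at least the 544 genes of a fit with 2 groups. The other such split set the 3 Si-KDM4C#1 libraries against the rest (718 genes). The 3 Si-KDM4C#2 libraries against the rest gave 330 genes, and the 24 mixed splits 0 genes (7 to 60 unadjusted). Of 100 arrangements with labels exchanged within each number, 8 gave at least 169 co-upregulated genes and 7 at least 112 co-downregulated genes. In all of these the reference libraries came from 1 group: 4 had the Scramble libraries as the reference, the real arrangement included, and the rest had the Si-KDM4C#1 libraries. The 88 arrangements whose reference mixed libraries of different groups gave 0 genes (0 to 9 and 0 to 12 unadjusted). As many shared genes thus also arise when the Si-KDM4C#1 libraries serve as the reference.

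The correlation of 0.519 between the log2 fold changes of the siRNAs across genes could come from the shared Scramble libraries. With different Scramble libraries in each comparison the mean correlation was 0.45 over 6 fits, so the noise of single shared libraries does not account for all of it. Fewer Scramble libraries per comparison also add noise, so the fall does not measure the shared part. A difference common to all Scramble libraries would stay in both comparisons, and these fits cannot test it.

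S-phase and G2/M genes were compared with Scramble as well. The mean log2 fold change of S-phase genes was 0.162 with Si-KDM4C#1 (camera FDR 0.0908, 16 of 42 genes lower) and 0.230 with Si-KDM4C#2 (camera FDR 0.0155, 11 of 42 genes lower). Of the 4 splits that part same-numbered libraries, as small a p came from 1 for S-phase genes with each siRNA, from 4 for G2/M genes with Si-KDM4C#1 and from 1 for G2/M genes with Si-KDM4C#2, where no share under 0.05 is possible.

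A hypothesis set before the data were examined was that each siRNA lowers mRNAs whose 3′ UTR matches its own seed. With Si-KDM4C#1, 1311 of 1982 genes that match its seed were lower (mean log2 fold change -0.226, camera FDR 3.33e-06). With Si-KDM4C#2, 662 of 1027 genes that match its own were lower (mean -0.172, camera FDR 8.55e-07). As a control, the genes that match the seed of the other siRNA had a mean of -0.086 with Si-KDM4C#1 (camera FDR 0.075) and -0.049 with Si-KDM4C#2 (camera FDR 0.00399), so part of the fall is not specific. After regression on 3′ UTR length and base content, each seed match (ATGAAGA and CATGATC) ranked 3 of 16173 7-mers from the lowest with its own siRNA (percentile 0.0185 for each), against percentiles of 19.9 and 27.4 with the other siRNA. Of the 4 splits, 1 gave as small a p for each seed with its own siRNA, 1 for the seed of Si-KDM4C#1 with Si-KDM4C#2 and 2 for the seed of Si-KDM4C#2 with Si-KDM4C#1, and 4 splits cannot exclude chance. Seed-matched repression may thus add to the genes that differ between the siRNAs, which remains a hypothesis.

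CXCL2 values of knockdown and Scramble libraries overlap. Against counting error of few fragments, exact tests of the spread within each group gave p = 0.0924 for Scramble, 0.0358 for Si-KDM4C#1 and 0.191 for Si-KDM4C#2, with a smallest adjusted p of 0.107 (Benjamini-Hochberg). Tests of 3 small counts per group have little power, so counting error remains a candidate explanation for the overlap and added spread between libraries is not excluded.

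Of 15 mRNAs typical of hepatocytes, 12 are listed, and all were under 1 FPKM in every library (highest 0.248, AFP at most 0.0203). The median over them of their median FPKM was 0, and HNF4A had the highest median, 0.0561. Depth was not the limit, since the lowest median of 15 housekeeping mRNAs was 7.99 FPKM (TBP). Cells of another type, a mislabelled sample, or Huh7 cells without these mRNAs could each give these values, and the libraries cannot tell them apart. No biological explanation was tested.

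Mitochondrial genes took 8.98 ± 0.77% of the fragments in the Scramble libraries, and 6.76 ± 0.31% with Si-KDM4C#1 and 6.68 ± 0.24% with Si-KDM4C#2 (SD, n = 3; two-sided exact permutation test of 6 against 3 libraries, p = 0.0119, the smallest that 84 splits allow). GAPDH, for which the paper lists real-time PCR primers, was at 1451 ± 83.4 FPKM with Scramble, 1094 ± 50.1 FPKM with Si-KDM4C#1 and 946 ± 30.4 FPKM with Si-KDM4C#2 (SD, n = 3). Its log2 fold changes were -0.41 and -0.62 (adjusted p = 8.27e-05 and 7.52e-06, limma-trend), from -0.583 to -0.342 and from -0.839 to -0.603 over the alternatives.

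Some other genes the paper names had these log2 fold changes with Si-KDM4C#1 and Si-KDM4C#2, with limma-trend adjusted p in brackets. ZEB1 had -0.27 (0.00475) and 0.12 (0.138), SNAI1 -0.04 (0.697) and -0.12 (0.232), CTNNB1 0.15 (0.00219) and -0.32 (1.74e-05), and VIM -0.03 (0.657) and 0.36 (0.000591). H2AFX had 0.72 (1.8e-06) and 1.43 (6.35e-08), MYC 1.52 (1.88e-08) and 0.55 (1.43e-05), and LDHA -0.86 (5.6e-07) and -0.64 (6.2e-06). NOTCH1 had 0.89 (4.57e-06) and 0.00 (0.969), and ROCK2 -0.42 (0.000327) and -0.50 (0.000121). KDM4D and CXCL8, which the paper does not name, were chosen as a paralog of KDM4C and a chemokine near CXCL2. KDM4D had -0.10 and 0.26 and CXCL8 -0.04 and 0.11, none past the FDR limit. Over the alternatives, fits that left out a library aside, the adjusted p lay on both sides of the limit for ZEB1 (0.00246 to 0.856 with Si-KDM4C#1, 0.0106 to 0.319 with Si-KDM4C#2), SNAI1 (0.0305 to 0.979 and 0.00312 to 0.387), CTNNB1 with Si-KDM4C#1 (1.74e-05 to 0.334), VIM with Si-KDM4C#1 (0.0105 to 0.768), NOTCH1 with Si-KDM4C#2 (0.000834 to 1) and KDM4D with Si-KDM4C#2 (0.0339 to 0.182).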
